A study of Danio rerio with 18 samples. Its data were reported in "Developmental mRNA m5C landscape and regulatory innovations of massive m5C modification of maternal mRNAs in animals" (2022).

How the data were processed

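RNA bisulfite sequencing was performed on polyadenylated RNA of wild-type AB zebrafish at 9 stages (0, 2 and 4 hpf, then 6, 8 and 10 hpf, and later 16, 24 and 48 hpf), with 2 libraries per stage and 18 in all. Samples were grouped by the stage in their titles. Per the study's methods, RNA was converted with bisulfite, fragmented and made into stranded libraries. The authors trimmed the reads, mapped them with HISAT2 to a genome converted in silico and the remaining reads with Bowtie2 to converted transcripts, using the Zv9 assembly and its Ensembl annotation. Reads with many unconverted cytosines and genes that resisted conversion were filtered out, each site was tested by a binomial test against the conversion rate of its gene, and p-values of the replicates were combined. Reads that map to several places in the genome could enter through the transcript alignment, so values of genes with close copies are less certain.

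For each stage the authors deposited 1 list of called sites with both replicates combined. Coverage was deposited as a count of C plus T reads over the site. The methylation level was deposited as a fraction between 0 and 1, and is given here in percent. A p-value per site was deposited by the authors and was not used in any test here. In each list coverage was at least 20 and the level at least 0.1, and the product of both was a whole number of C reads at every site within a tolerance of 1e-06, so C and T reads were taken from it. A site missing from a list can be below either minimum, have failed another filter or be unmethylated, and these cases are not separated. Gene IDs and symbols are those of the lists. Of 5129 gene IDs, 4214 (82.2%) were found in a table of current gene names. Positions are given as deposited.

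Sites per stage, their levels and the sharing of lists were described without a test. Intervals of medians are distribution-free 95% intervals from order statistics, and those of shares and of single-site levels are Wilson 95% binomial intervals. These cover counting error or spread over sites and not variation between replicates. The depth of a value is its coverage. Consecutive stages gave 8 comparisons. In each, sites listed at both stages were tested by Fisher's exact test on C and T reads, two-sided, with Benjamini-Hochberg adjustment over the sites of the comparison and a threshold of 0.05. A logistic model across replicates had been foreseen for counts per replicate and was replaced by this test because the counts are pooled. Comparisons of Type I with Type II motifs and of genic locations need the sequence and annotation of the authors' build and were not analysed here. Agreement between replicates was not analysed here either.

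Sites and genes to be named were fixed before the data were examined. They were the 3 largest rises and the 3 largest falls among sites past the threshold from 4 to 6 hpf with at least 100 reads at both stages, the 5 genes with most sites over 0, 2 and 4 hpf, up to 5 sites in the most lists, up to 5 sites in the lists of 16, 24 and 48 hpf, and the genes nsun2, nsun6 and ybx1 with any sites of nsun2. Ties between sites were resolved by summed coverage. The 4 genes tied for the fifth place by number of sites are all named, and 1 gene that the rule on the number of sites selects is not reported here.

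Alternatives fixed beforehand were coverage of at least 50 or 100 reads, a level of at least 0.2, at least 5 C reads, a mean weighted by coverage, sites in all lists of 0 to 6 hpf, matching within 2 nt and matching of genes. After the data had been examined, a z test with beta-binomial variance was added, in which the correlation of reads within a stage (0.00232) was set so that the 2 and 4 hpf comparison had the median statistic of unchanged sites. Sites with a mean level of at least 0.3 were also examined then.

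The site tests were tested on simulated data with the 2367 sites and coverages of the 4 and 6 hpf comparison, of which 200 were given a changed level. Without extra spread, Fisher's exact test recovered 33% of shifts of 0.1 and 75% of shifts of 0.2, with 4 false calls each. With extra spread of the size seen between 2 and 4 hpf, Fisher's exact test made 96 and 112 false calls, which were 53.0% and 40.4% of its calls. The beta-binomial test then made 2 and 6 false calls, and recovered 11.5% and 69.5%. With a larger spread, a correlation of 0.01, Fisher's exact test made 430 and 406 false calls (80.7% and 71.1% of its calls). The beta-binomial test then made 1 false call each and recovered 0% and 31.5%. Its correlation was fitted to the unchanged sites of each simulated set, at 0.0109 and 0.00971 with the larger spread. Which sites are unchanged is not known in observed data. All simulated changes were rises, whereas most sites called from 4 to 6 hpf were lower at 6 hpf. The test of the observed comparisons kept the value set from 2 and 4 hpf. The low numbers of false calls therefore do not show how that test would perform under the larger spread. Correlations over genes were tested with 100000 permutations, those over pairs of sites with 10000, and intervals in those tests came from 1000 bootstrap samples of genes. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.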

Results

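To follow 5-methylcytosine (m5C) in mRNA through zebrafish development, polyadenylated RNA of wild-type AB embryos and larvae was treated with bisulfite and sequenced at 9 stages between 0 and 48 hours post fertilisation (hpf). Bisulfite turns unmethylated cytosine into a base read as T, and a methylated cytosine is still read as C. The methylation level of a site is therefore the share of C among the C and T reads over it, and the sum of those reads is its coverage. Each stage had 2 replicate libraries, 18 in all. The deposited lists give 1 value per site and stage with the libraries combined, so no value below has a spread between replicates. Intervals are 95% intervals that cover counting error or the spread over sites only, and PCR copies of a molecule are not told apart. The 9 lists held 21214 entries, which were 9047 distinct sites in 5129 genes. Median coverage was 127 reads at 0 hpf, 148 at 2 hpf, 167 at 4 hpf, 133 at 6 hpf, 97 at 8 hpf, 98 at 10 hpf, 98 at 16 hpf, 74 at 24 hpf and 116 at 48 hpf. The depth of the libraries themselves was not used here, since the lists hold called sites only.

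The first question was how many m5C sites each stage carried. The list of 0 hpf held 4695 sites in 3006 genes. The number was highest at 2 hpf, with 6205 sites in 3990 genes, and was 5889 sites in 3862 genes at 4 hpf. It then fell to 2685 sites in 1995 genes at 6 hpf, 1252 in 973 genes at 8 hpf and 428 in 352 genes at 10 hpf. The lists of 16, 24 and 48 hpf held 21, 14 and 25 sites. The list of 2 hpf was thus 443-fold longer than at 24 hpf. These lengths were not tested, because a list made from both libraries has no replicate error, and they also depend on how many cytosines were covered at each stage. Of the stricter settings, a level of at least 20% changed the numbers most, leaving 3009 sites at 2 hpf and 3 at 16 hpf. At 2 hpf 33.9% of the genes had more than 1 site, against 23.9% at 6 hpf and 16.8% at 10 hpf.

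**Figure D1:**
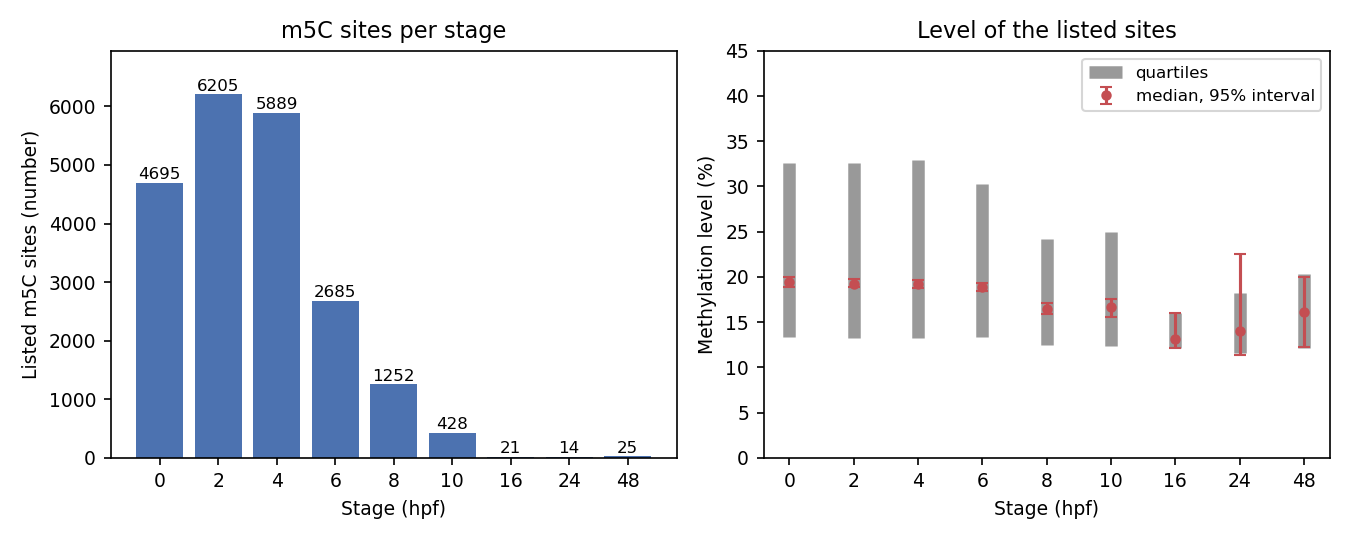
Number of listed m5C sites at each stage in hpf (left, bars) and methylation level in percent of those sites (right, point for the median with its 95% interval, grey bar for the quartiles). The number was highest at 2 hpf, with 6205 sites, and lowest at 24 hpf, with 14, while the medians lay between 13.1% and 19.4%.

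The level of the listed sites varied less than their number. The median was 19.4% at 0 hpf (95% interval 18.9% to 20.0%), 19.3% at 2 hpf (18.8% to 19.8%), 19.2% at 4 hpf (18.8% to 19.7%) and 18.9% at 6 hpf (18.4% to 19.3%). These intervals overlap. The median was lower at 8 hpf, at 16.5% (15.9% to 17.1%), and at 10 hpf, at 16.7% (15.5% to 17.5%). For the short lists of 16, 24 and 48 hpf it was 13.1%, 14.0% and 16.1%, with intervals up to 16.0%, 22.5% and 20.0%. No list holds a level under 10%, the authors' minimum, so a median over a list cannot show sites that fell below it. The mean weighted by coverage stood farthest from the median, at 27.0% at 4 hpf, where the mean without weights was 26.9%. Levels of 50% or more were found at 12.9% of the sites at 4 hpf (Wilson 95% interval 12.1% to 13.8%), at 8.90% at 6 hpf (7.88% to 10.0%) and at 5.03% at 8 hpf (3.95% to 6.39%).

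The lists of consecutive stages were then matched by chromosome, position and strand. Of the 0 hpf sites, 71.8% (Wilson 95% interval 70.5% to 73.1%) were also listed at 2 hpf, and 73.9% (72.8% to 75%) of the 2 hpf sites were listed at 4 hpf. From 4 to 6 hpf the share dropped to 40.2% (38.9% to 41.5%), or 2367 of 5889 sites. It was 28.1% (26.4% to 29.8%) from 6 to 8 hpf, 26.7% (24.3% to 29.2%) from 8 to 10 hpf and 1.87% (0.95% to 3.64%) from 10 to 16 hpf. In the other direction, 88.2% of the 6 hpf sites, 60.2% of the 8 hpf sites and 78% of the 10 hpf sites were in the list of the stage before. Among 4 hpf sites covered by at least 100 reads, 54.1% were listed at 6 hpf. The lists of 16, 24 and 48 hpf together held 44 sites, of which 18 were in a list of 0 to 10 hpf and 26 were in none of those lists.

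Levels of the sites listed at both stages were compared to ask when methylation changed. From 0 to 2 hpf the median change over 3373 sites was -0.247 percentage points (95% interval -0.452 to -0.0175), and from 2 to 4 hpf it was -0.635 points over 4587 sites (-0.778 to -0.454). From 4 to 6 hpf the 2367 shared sites fell from a median of 27.3% to 20.3%, and the median change was -4.99 points (-5.49 to -4.57). From 6 to 8 hpf it was -8.99 points over 754 sites (-11.1 to -8.24), and from 8 to 10 hpf -4.62 points over 334 sites (-5.88 to -3.58). Restricting the 4 and 6 hpf comparison to sites with a mean level of at least 30% moved the change most, to -11.7 points. The later comparisons rested on 8, 6 and 7 shared sites, and their intervals included 0. In 597 sites listed at each stage from 0 to 8 hpf, the median level was 37.2%, 38.7%, 37.0%, 32.2% and 18.2% in the order of the stages.

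**Figure D2:**
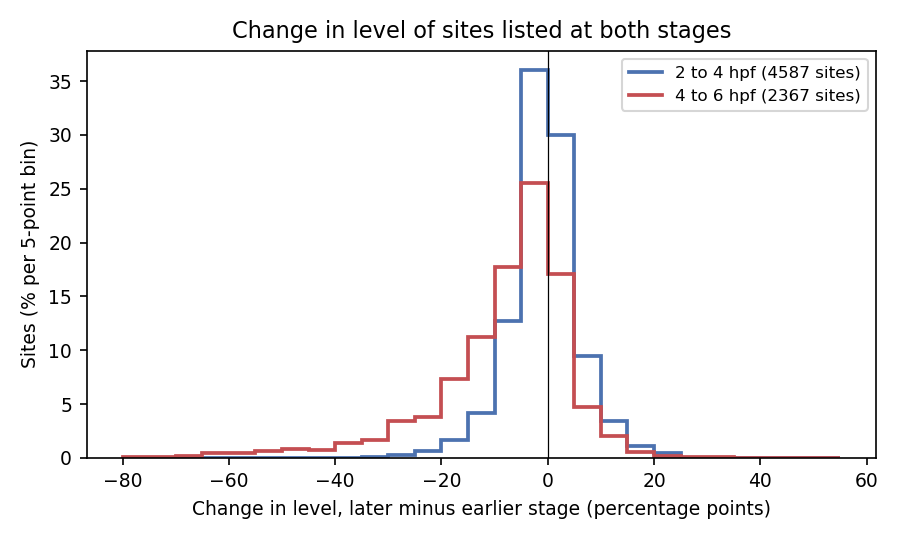
Change in methylation level in percentage points (x axis, later minus earlier stage) of sites listed at both stages, as the percent of sites in each 5-point bin (y axis), for 2 to 4 hpf and 4 to 6 hpf. The distribution of 4 to 6 hpf extends further to the left, with a median change of -4.99 points against -0.635 points.

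Fisher's exact test on the C and T reads of each shared site, two-sided with Benjamini-Hochberg adjustment at 0.05, called 163 sites higher and 164 lower at 2 than at 0 hpf. It called 88 higher and 185 lower at 4 than at 2 hpf, 24 higher and 807 lower at 6 than at 4 hpf, 27 higher and 348 lower at 8 than at 6 hpf, and 13 higher and 96 lower at 10 than at 8 hpf. From 10 to 16 hpf 1 site was called higher and 3 lower, and the 2 later comparisons called 1 and 2 sites higher and none lower. These tests compare pooled libraries and take no account of variation between replicates. When a spread between stages estimated from 2 and 4 hpf was added, the numbers dropped to 37 higher and 48 lower from 0 to 2 hpf, and to 14 and 27 from 2 to 4 hpf. From 4 to 6 hpf 4 higher and 589 lower sites were then called, and from 6 to 8 hpf 19 and 306.

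Among sites past the threshold with at least 100 reads at both 4 and 6 hpf, the largest falls were several times the size of the largest rises. Positions are those of the Zv9 assembly. A site at position 8428203 of chromosome 5, minus strand, in ENSDARG00000075378, had a level of 93.9% at 4 hpf (107 of 114 reads) and 21.2% at 6 hpf (40 of 189 reads). A site in adipor2 (ENSDARG00000058688, chromosome 4, position 7462742, minus strand) had 80.5% (716 of 889 reads) and 10.9% (138 of 1271 reads), with an adjusted p of 6.94e-249 by Fisher's exact test. A site in tusc2b (ENSDARG00000025340, chromosome 22, position 10771105, plus strand) had 86.5% (192 of 222 reads) and 17.9% (42 of 235 reads). The largest rises were 13.9 points in acox3 (ENSDARG00000038865, chromosome 7, position 62429786, minus strand), from 29.5% of 356 reads to 43.4% of 129 reads, 13.3 points in amfr (ENSDARG00000020218, chromosome 25, position 37253952, minus strand), from 38.8% of 538 reads to 52.1% of 117 reads, and 13.0 points in tbc1d23 (ENSDARG00000044357, chromosome 6, position 28646384, minus strand), from 22.1% of 430 reads to 35.0% of 214 reads. Their adjusted p values by Fisher's exact test were 0.0155, 0.0296 and 0.00255. With the added spread they were 0.0627, 0.0953 and 0.0285, so the acox3 and amfr rises no longer passed the threshold.

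Only 2 sites were in the lists of all 9 stages. The site in gnb2l1 (ENSDARG00000041619, chromosome 14, position 6916231, plus strand) had a level of 92.7% at 0 hpf (Wilson 95% interval 92.0% to 93.3%, 6002 reads) and 96.7% at 4 hpf (96.0% to 97.2%, 3563 reads). Its level was 84.3% at 6 hpf (3685 reads), 34.3% at 8 hpf (11764 reads), 22.6% at 10 hpf (20069 reads) and 14.0% at 16 hpf (38499 reads), and 20.3% at 48 hpf (19.9% to 20.7%, 37819 reads). The other site lay on the mitochondrial chromosome at position 1862, plus strand, and was assigned to AC024175.17 (ENSDARG00000082753). The type of RNA made from this gene was not examined here, so the site cannot be taken as one in an mRNA. The level of this mitochondrial site was 87.0% at 0 hpf (85.9% to 88.1%, 3845 reads), 87.9% at 4 hpf (85.5% to 90.0%, 818 reads), 75.9% at 10 hpf (73.6% to 78%, 1457 reads) and 78.6% at 48 hpf (71.1% to 84.6%, 140 reads). Of the 4 sites in 7 lists, the 3 with the highest summed coverage were a pair of neighbouring positions in rps9 (ENSDARG00000011405, chromosome 16, 34146365 and 34146366, plus strand) and a site in eif3ea (ENSDARG00000090697, chromosome 16, position 41291574, minus strand). The rps9 sites fell from 60.9% and 75.4% at 4 hpf to 12.3% and 18.0% at 8 hpf, while coverage rose from 1518 and 1830 reads to 10669 and 11315. The eif3ea site had 23.3% at 4 hpf, 24.3% at 6 hpf and 12.6% at 8 hpf, with 1447, 1475 and 3402 reads. Its change from 4 to 6 hpf did not pass the threshold by Fisher's exact test (adjusted p of 0.713).

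**Figure D3:**
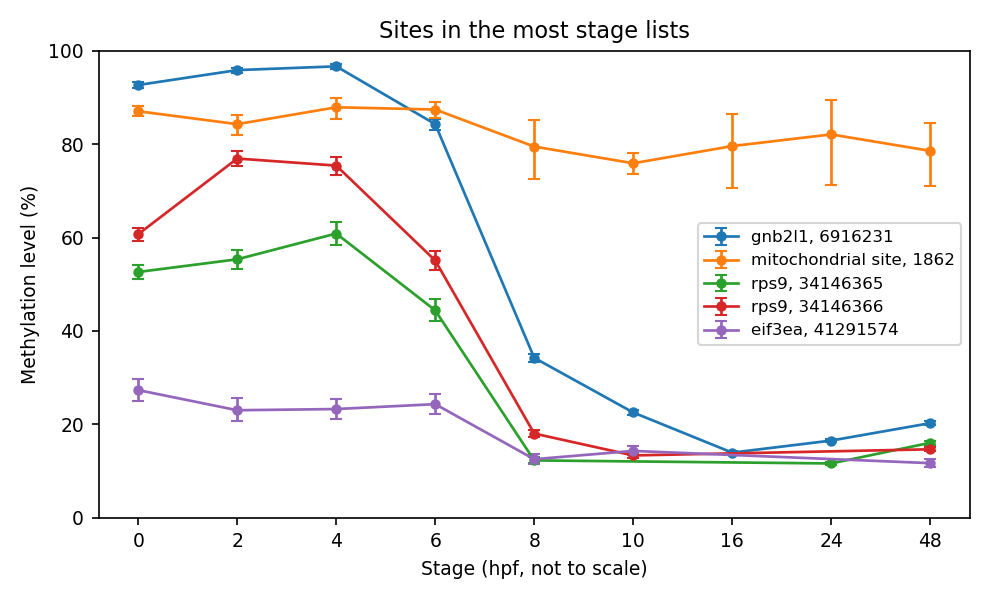
Methylation level in percent (y axis) at each stage in hpf (x axis, stages evenly spaced) for the 5 sites in the most lists, with the Zv9 position in the key, Wilson 95% intervals as bars and lines that pass over stages at which a site was not listed. The gnb2l1 site fell from 96.7% at 4 hpf to 14.0% at 16 hpf, and the mitochondrial site was at 78.6% at 48 hpf.

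Besides the gnb2l1 and mitochondrial sites, 2 sites were in the 3 lists of 16, 24 and 48 hpf. The site in gpx1a (ENSDARG00000018146, chromosome 11, position 36889791, minus strand) was first listed at 8 hpf, with 48.5% of 163 reads, and had 25% of 340 reads at 10 hpf, 16.0% of 462 reads at 16 hpf and 22.9% of 253 reads at 48 hpf. The site in msrb1a (ENSDARG00000025436, chromosome 3, position 18621243, minus strand) had 14.5% at 16 hpf (8.28% to 24.1%), 10.6% at 24 hpf (4.63% to 22.6%) and 16.3% at 48 hpf (8.51% to 29.0%), on 76, 47 and 49 reads, and these Wilson intervals overlap.

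Genes were also ranked by the number of distinct sites in the lists of 0, 2 and 4 hpf, which together named 8587 sites in 4966 genes. Of these genes 59.8% had 1 site. The counts were not adjusted for transcript length or for the number of covered cytosines, so they do not rank genes by density of methylation. The most sites were in huwe1 (ENSDARG00000016782, chromosome 23, 15 sites between 28753458 and 28804011), and genes with many sites included arid1aa (ENSDARG00000079879, chromosome 16, 11 sites between 36261545 and 36401693) and cdk13 (ENSDARG00000076791, chromosome 24, 11 sites between 997719 and 1022303). The genes chd7, lrp1b, si:ch211-233a24.2 and tpra had 10 sites each. At 10 hpf huwe1 had 0 listed sites, as did arid1aa, cdk13, chd7, lrp1b and tpra, and si:ch211-233a24.2 had 1.

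Among the genes of the m5C pathway fixed beforehand, nsun2 (ENSDARG00000056665) had 1 listed site, at position 28352967 of chromosome 19, plus strand. Its level was 11.2% at 0 hpf (10.4% to 12.2%, 4944 reads), 13.1% at 2 hpf (12.2% to 14.1%, 4650 reads), 11.2% at 4 hpf (10.3% to 12.2%, 4220 reads) and 10.8% at 6 hpf (9.63% to 12.2%, 2249 reads). No consecutive change in it passed the threshold, with adjusted p values of 0.0545, 0.0782 and 0.871 by Fisher's exact test. The gene NSUN6 (ENSDARG00000067949) had 2 listed sites on chromosome 7, plus strand. The site at 74449125 was listed at 0 hpf alone, with 6 C reads of 59, and the site at 74450737 was listed at 2 hpf with 12 of 118 and at 4 hpf with 13 of 106. No list named a site in ybx1.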

Values the study reported

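The study reported 6,259 exonic m5C sites in 3,187 mRNAs of early embryonic zebrafish stages, counting sites with levels of at least 10%. Across species it reported m5C densities in maternal mRNAs that were 10~30 times higher than in later stages or adult tissues. About 92% of the maternal sites of zebrafish and of the fruit fly were placed in coding regions.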

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

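The z test with extra spread between stages and the limit of a mean level of 0.3 were chosen after seeing the data, and the other alternatives before. No paired analysis was possible because the deposited lists combine the replicates of a stage, so the replicate numbers are attached to no value. For the same reason leaving out each replicate, a block for the replicate, the logistic model and the agreement of replicates were not run, and neither were the alternatives for motif types and genic locations. No alternative reversed a median change whose interval excluded 0. In all, 107 of the main values under an alternative stayed close and 68 moved, where close means within 1.5-fold for a count and within the 95% interval otherwise. For the named sites from 4 to 6 hpf, 45 values under an alternative kept their side of the threshold and 2 did not, namely acox3 and amfr with the extra spread (adjusted p of 0.0627 and 0.0953, against at most 0.0155 and 0.0296 under the other settings).

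At least 100 reads left 2721, 3913, 3924, 1601, 615, 213, 9, 6 and 14 sites from 0 to 48 hpf, and a level of at least 0.2 left 2282, 3009, 2828, 1249, 450, 158, 3, 3 and 8, in both cases because fewer sites meet the limit. At least 50 reads or at least 5 C reads kept each count within 1.5-fold. With at least 50 reads the median level was 18.8%, 18.7%, 17.9%, 15.9% and 15.1% at 0, 2, 6, 8 and 10 hpf, and with at least 100 reads 18.6%, 18.7%, 17.7%, 15.2% and 14.9%. The mean weighted by coverage was 26.0%, 25.9%, 27.0%, 24.7% and 18.8% from 0 to 8 hpf. The mean without weights was 26.9%, 26.8%, 26.9%, 24.7% and 21.2%. From 0 to 6 hpf the distance from the median thus came with the use of a mean and hardly changed with the weights. At 8 hpf the weights brought the mean closer to the median of 16.5%. At 10 hpf the mean was 21.3% without weights and 16.8% with them, against a median of 16.7%. The cause was not tested for the coverage limits.

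With the extra spread, sites called higher and lower went from 163 and 164 to 37 and 48 (0 to 2 hpf), and from 88 and 185 to 14 and 27 (2 to 4 hpf). Sites called higher went from 24 to 4 (4 to 6 hpf), 13 to 6 (8 to 10 hpf), 1 to 0 (16 to 24 hpf) and 2 to 0 (24 to 48 hpf). The 807 sites called lower from 4 to 6 hpf became 589, and the 348 from 6 to 8 hpf became 306. The wider variance causes the drop by its construction. In the late comparisons of 8, 6 and 7 sites, at least 50 or at least 100 reads gave 0 sites higher from 10 to 16 hpf, and 2 higher and 1 lower from 16 to 24 hpf. A level of at least 0.2 gave 0 higher from 16 to 24 hpf and 1 higher from 24 to 48 hpf. Fewer sites were tested there.

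The median change was -0.459 points from 0 to 2 hpf with a mean level of at least 0.3, and -0.344 points from 2 to 4 hpf in sites of all lists of 0 to 6 hpf. From 4 to 6 hpf it was -5.66 points with at least 100 reads, -5.92 points in sites of all lists of 0 to 6 hpf and -11.7 points with a mean level of at least 0.3. From 6 to 8 hpf it was -11.7 points with at least 100 reads and -22.6 points with the mean level limit, and from 8 to 10 hpf -9.44 points with that limit. The cause was not tested.

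With at least 100 reads in the earlier list, the share of sites also listed at the next stage was 80.5%, 82.9%, 54.1%, 33.0%, 31.9% and 3.76% for the steps from 0 to 16 hpf. Counting genes in place of sites, it was 83.0%, 82.1%, 48.4%, 35.3% and 30.8% for the steps from 0 to 10 hpf. The cause was not tested. From 4 to 6 hpf 6.04% of sites with 20 to 50 reads were listed again, against 68.1% of sites with at least 500 reads. From 6 to 8 hpf the same shares were 18.7% and 32.7%, with 36.2% at 200 to 500 reads.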

Other observations

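The tests of the listing minimum, of added unmethylated copies, of faster loss, of predicted coverage in genes with another site taken on their own, of neighbouring sites and all matched or restricted versions were chosen after the result was seen. The z test with extra spread was added after seeing the data, before its own result was known. The other tests were set out before their results were seen.

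Levels of shared sites fell from 4 to 6 hpf. The listing minimum removes sites that fell under it, so the fall in shared sites may be understated, by an amount that was not measured. The median change of -11.67 points among sites with a mean level of at least 30% does not test the minimum as a cause. The tables argue against variation between libraries at a stable level, since 589 sites were lower and 4 higher at 6 hpf with the spread between 2 and 4 hpf taken into account. Incomplete conversion alike at all sites of 4 hpf could leave no more unconverted cytosine than the lowest listed levels, near 10%. It would add less than that at sites of high level. The median change of -11.67 points at mean levels of at least 30% is larger. This argues against such a difference as the only cause at those sites. Conversion that differs between genes and other differences between the libraries of the stages cannot be excluded without values per replicate. The mitochondrial site, which had 87.9% at 4 hpf and 87.4% at 6 hpf, is 1 site and excludes nothing.

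The fall was shared within genes. For the outermost pair of sites of a gene, at least 200 nt apart, the log2 ratios of the level at 6 to that at 4 hpf correlated over 336 genes with Pearson's r of 0.3876 and Spearman's rho of 0.33 (permutation p of 0.0001, the smallest that 10000 permutations can give, adjusted 0.000225). Without the 2 genes farthest from the median r was 0.352. From 0 to 2 hpf r was 0.000914 over 574 genes, and from 2 to 4 hpf -0.0130 over 816 genes, with p of 1 and 0.7. From 6 to 8 hpf r was 0.463 over 83 genes, again with the smallest p. Over sites with at least 50 reads and a 4 hpf level of at least 30%, r from 4 to 6 hpf was 0.623 over 76 genes, against 0.0555 over 125 genes from 2 to 4 hpf. In all, 9 such correlations were computed, and genes are not independent replicates. A candidate explanation is a change that acts on whole transcripts, such as the replacement of maternal by newly made copies, rather than on single sites.

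If unmethylated copies were added to the pool of a gene, genes that gained coverage would fall most. Over 459 genes with at least 100 reads at both stages and a mean level of at least 30%, the level ratio and the coverage ratio from 4 to 6 hpf had a Spearman's rho of -0.2283 (bootstrap 95% interval -0.320 to -0.136), with a Pearson's r of -0.247, or -0.255 without the 2 genes farthest from the median. The permutation p was 1e-05, the smallest that 100000 permutations can give, and 2.5e-05 after adjustment over 5 comparisons. From 0 to 2 hpf rho was -0.0703 over 565 genes and from 2 to 4 hpf -0.0941 over 858 genes (permutation p of 0.09 and 0.006). The rho of 4 to 6 hpf minus that of 0 to 2 hpf was -0.158 (-0.288 to -0.0395). From 6 to 8 hpf rho was -0.409 over 126 genes. The median log2 level ratio was -0.462 (-0.789 to -0.271) in the 42 genes that lost most coverage. It was -1.44 (-1.69 to -1.04) in the 42 genes with middle coverage ratios and -1.29 (-1.64 to -0.957) in the 42 with the highest. The last 2 intervals overlap, so the fall did not grow from middle to highest ratios. From 8 to 10 hpf rho was -0.286 over 33 genes (-0.579 to 0.0400), with a permutation p of 0.1. Coverage here is relative to the other transcripts of the libraries. The third of the genes that lost most coverage from 4 to 6 hpf also fell, with a median log2 level ratio of -0.3216 (-0.441 to -0.252), against -0.628 (-0.766 to -0.523) in the third with the highest coverage ratios. Genes with middle ratios had -0.331 (-0.413 to -0.260), close to those that lost most coverage, so the relation was not graded. Faster loss of methylated copies therefore stays open, since the lists hold no absolute amounts. At the gnb2l1 site, C reads were 3444 at 4 hpf, 4030 at 8 hpf and 7665 at 48 hpf while coverage went from 3563 to 11764 and 37819.

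Of the 4 hpf sites, 3522 were not in the 6 hpf list. Where a gene had another site in both lists, the coverage and level of a lost site at 6 hpf were predicted from that site. A coverage under 20 was predicted for 13.79% of 899 such lost sites (Wilson 95% interval 11.7% to 16.2%), but the other site was itself listed at 6 hpf and so had at least 20 reads, which favours a high prediction and leaves low coverage open. For the other 2623 lost sites the gene had no other site in both lists. Low coverage cannot be told apart from a low level in either set, and 6.04% of 4 hpf sites with 20 to 50 reads were listed at 6 hpf, against 68.1% of those with at least 500 reads. By level, 19.9% of 4 hpf sites at 10% to 15% were listed at 6 hpf, against 65.4% of those at 50% or more. A level under 0.1 was predicted for 38.93% of the 899 lost sites and for 7.51% of 945 kept sites. Lost and kept sites also differed in level and coverage at 4 hpf, which were matched together and not separated. Against kept sites of the same level and coverage at 4 hpf the share was 19.2%, a difference of 19.7 points (bootstrap 95% interval 13.4 to 25.9), and for 2 to 4 hpf the same difference was 4.49 points (0.671 to 8.28). This is consistent with a part of these sites having left the list because their level fell below the minimum. The other site's level at 6 hpf was at least 0.1 by the same selection. Neither value was predicted below its minimum for 48.7% of the 899 sites. These predictions used the minima of the combined lists. A site above both can still have been left out because of its values in 1 replicate, which was not examined.

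Sites 1 nt apart were more frequent than sites at other short distances, with 52 such pairs at 4 hpf. A possible explanation is short stretches that bisulfite left unconverted, which would also raise the number of pairs a few nt apart. There were 4.333 pairs per nt at 2 to 10 nt and 3.4 at 11 to 30 nt (exact binomial p of 0.25), and over the sites of all lists 8.44 and 6.7 (exact p of 0.117). At 2 hpf the values were 4.67 and 3.0 (exact p of 0.0319, not adjusted for the 7 sets of sites examined). Unconverted stretches cannot be told apart from true neighbouring methylation, because the numbers of pairs are small and the reads that carry both sites were not analysed here. No biological explanation was tested.

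A site in zp3a.2 (ENSDARG00000042130, chromosome 20, position 34012893, plus strand), chosen after its values were seen, went against the general direction. Its level was 12.2% of 123 reads at 0 hpf, 19.4% of 253 reads at 8 hpf, 54.6% of 306 reads at 10 hpf and 81.8% of 22 reads at 16 hpf (Wilson 95% interval 61.5% to 92.7%). The site was not in the lists of 2, 4 and 6 hpf. From 8 to 10 hpf the adjusted p was 1.03e-16 by Fisher's exact test and 2.51e-09 with the extra spread. The gene name table holds 11 genes whose symbol starts with zp3, and sharing of reads between them was not tested. No biological explanation was tested.

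At 8 hpf 201 sites (16.1%) were in no earlier list. They had a median coverage of 65 reads and a median level of 14.4%, against 111 reads and 17.1% for the 1051 sites listed before. At 10 hpf 47 sites (11%) were in no earlier list.

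The lists of 0 and 2 hpf together held 7527 sites in 4502 genes. With 4 hpf added, the number of genes was 4966. Each of these numbers of genes is higher than the number of mRNAs quoted from the study above. The sets are unlike, since the lists were not limited to exonic sites of mRNAs here and the stages behind the quoted value are not certain. Densities were not analysed here, since the number of covered cytosines was not used.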
